# H3K4me1 Distribution Predicts Transcription State and Poising at Promoters

**DOI:** 10.3389/fcell.2020.00289

**Published:** 2020-05-05

**Authors:** Sunhee Bae, Bluma J. Lesch

**Keywords:** histone, bivalent, poised, promoter, stem cell, germ cell, spermatogenesis, pluripotency

## Abstract

Monomethylation on lysine 4 of histone H3 (H3K4me1) is commonly associated with distal enhancers, but H3K4me1 is also present at promoter regions proximal to transcription start sites. To assess a possible role for H3K4me1 in dictating gene regulatory states at promoters, we examined H3K4me1 peak density around promoters in human and mouse germ cells using an analytic strategy that allowed us to assess relationships between different epigenetic marks on a promoter-by-promoter basis. We found that H3K4me1 exhibits either a bimodal pattern at active promoters, where it flanks H3K4me3, or a unimodal pattern at poised promoters, where it coincides with both H3K4me3 and H3K27me3. This pattern is correlated with gene expression level, but is more strongly linked to a poised chromatin state, defined by the simultaneous presence of H3K4me3 and H3K27me3, than to transcriptional activity. The pattern is especially prominent in germ cells, but is also present in other cell types, including embryonic stem cells and differentiated somatic cells. We propose that H3K4me1 is a key feature of the poised epigenetic state, and suggest possible roles for this mark in epigenetic memory.

## Introduction

Post-translational modifications on histone tails are closely correlated to transcriptional states. For example, trimethylation of histone H3 lysine 4 (H3K4me3) marks active gene promoters, while H3K9me3 marks regions subject to long-term repression (Barski et al., 2007). One such modification is monomethylation on lysine 4 of histone 3 (H3K4me1), a mark that has been linked to enhancers. Identifying regions enriched for H3K4me1 and depleted in H3K4me3, or regions enriched for both H3K4me1 and H3K27ac, have proven to be feasible methods for enhancer discovery (Heintzman et al., 2007; Creyghton et al., 2010). Mechanistic studies on the regulation of H3K4me1 marks have focused on the roles of MLL3 and MLL4, enzymes responsible for placing monomethylation on unmethylated lysine 4 which act primarily at enhancer regions (Guo et al., 2013; Hu et al., 2013; Dorighi et al., 2017).

At the same time, not all H3K4me1-enriched regions correspond to enhancers. H3K4me1 marks also exist at promoters, which implies that the H3K4me1 modification may have a context-dependent role in regulating transcription. Several studies have addressed questions about the role of H3K4me1 at promoters and highlighted the transcriptional features that may distinguish the functions of H3K4me1 at promoters compared to enhancers. H3K4me1 at promoters in the absence of H3K4me3 was associated with gene repression, while at active gene promoters H3K4me1 appeared to flank H3K4me3 in one study examining skeletal muscle cells (Cheng et al., 2014). Another study of mouse liver and pancreas likewise found that H3K4me1 signal flanks active promoters, although the relationship to H3K4me3 was not examined (Hoffman et al., 2010). An alternative view suggests that promoters and enhancers are a single class of transcriptional elements distinguished by different levels of transcription, and the varying H3K4me3 to H3K4me1 signal ratio at promoters compared to enhancers reflects the rates at which the elements recruit RNA Polymerase II (Core et al., 2014; Andersson et al., 2015).

Cell type is another aspect of regulatory context that may play a role in H3K4me1 function. Different modes of epigenetic regulation can take on larger or smaller roles in certain cell types. For example, embryonic stem cells (ESCs) and germ cells exhibit specialized regulatory mechanisms to maintain pluripotency and reprogramming potential. An epigenetic feature that is especially prominent in ESCs and germ cells is poised chromatin, which is defined by the simultaneous presence of two histone modifications, H3K4me3 and H3K27me3, at transcriptionally repressed promoters (Azuara et al., 2006; Bernstein et al., 2006; Mikkelsen et al., 2007). H3K4me3 at promoter regions is usually associated with active transcription, while H3K27me3 is associated with repression (Barski et al., 2007). The co-occurrence of these two opposing modifications at the same locus is thought to serve regulatory roles in ES cells and germ cells by preventing DNA methylation and preparing for resolution to active or more fully repressed states as cells differentiate (Azuara et al., 2006; Bernstein et al., 2006; Mikkelsen et al., 2007; Lesch and Page, 2014).

Here, we report distinct patterns of H3K4me1 that predict transcriptional regulatory states at promoters in germ cells and ESCs. We used an alternative approach to ChIP-seq data analysis in which we summarized chromatin signal around promoters based on ChIP-seq peak density instead of signal density. This approach allowed us to quantitatively interrogate histone modification patterns at a promoter-by-promoter level, in contrast to more commonly-used approaches that require pooling of multiple promoters to obtain average ChIP signals for a given mark. We used our approach to ask if patterns of H3K4me1 deposition near promoters could convey information about the regulatory state of the promoter. We examined ChIP-seq data for H3K4me1, H3K4me3, H3K27me3, and H3K27ac in mouse and human male germ cells, and found that H3K4me1 peak density around the transcription start sites (TSS) exhibits either a broad bimodal profile or a narrower unimodal profile centered at the TSS. We then examined the position of the H3K4me1 marks relative to H3K4me3, and found that unimodal H3K4me1 directly at the TSS predicts a poised state of chromatin, while bimodal H3K4me1 flanking the TSS predicts an active state. The bimodal distribution is not explained by nucleosome clearing, and the unimodal distribution is not explained only by low expression at these promoters. We conclude that unimodal H3K4me1 centered on the TSS is a characteristic feature of the poised epigenetic state in ESCs and germ cells.

## Materials and Methods

### Human Subjects

These studies were carried out in accordance with the Declaration of Helsinki. The protocol was approved by Yale University’s Human Subjects Institutional Review Board. Written informed consent was obtained from all subjects.

### Mouse Experiments

This study was carried out in accordance with the principles of the Basel Declaration and recommendations of Yale University’s Institutional Animal Care and Use Committee (IACUC). All procedures involving mice were approved by the Yale IACUC.

### Sample Collection and Sorting

Human testis samples were obtained from adult male patients undergoing vasectomy reversals at the Infertility Clinic of St. Louis. All men whose tissue was used in this study had a prior history of fertility demonstrated by at least one living child. Epididymal sperm quality and abundance proximal to the vasectomy site was assessed at the time of biopsy, and abundant, motile, morphologically normal sperm were confirmed for each patient. Testis biopsy samples were minced, dissociated using collagenase and trypsin, and then filtered to obtain a single-cell suspension as described (Bellvé, 1993). Mouse testes were isolated from adult CD1 males (Charles River Laboratories), and tissue from several mice was pooled before cell separation. Pachytene spermatocyte and round spermatid fractions were collected by StaPut (Shepherd et al., 1981; Bellvé, 1993; Liu et al., 2015), and pooled fractions were counted on a hemocytometer. Purity was >95% for each human sample and >90% for each mouse sample, as assessed by counts of 100 cells from each fraction under phase optics. Cells were washed once in PBS, fixed in 1% formaldehyde for 8 min at room temperature, and then quenched with 2.5 M glycine for 5 min at room temperature. Fixed cells were snap frozen in liquid nitrogen, then stored at −80°C.

### Chromatin Immunoprecipitation and Library Preparation

H3K4me3 and H3K27me3 data was previously published and is available on GEO (GSE68507). For H3K4me1 and H3K27ac ChIP, between 5 × 10^4^ and 5 × 10^6^ cells were used as starting material, depending on the number obtained from sample isolation and sorting. Pachytene spermatocytes and round spermatids were treated identically. For human spermatogenic cells, fixed cells frozen in lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris–HCl [pH 8]) were thawed on ice. For mouse spermatogenic cells, fixed cells frozen in PBS were thawed on ice, then washed once in cold PBS and resuspended in 100 ul lysis buffer. Once in lysis buffer, cells were incubated on ice for 5 min. 200 ul ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl [pH 8], 167 mM NaCl) was then added to each sample. Samples were sonicated in aliquots of 150 ul in 0.5 ml Eppendorf tubes at 4C using a BioRuptor (Diagenode) for 35 cycles on High setting, 30 s on/30 s off. Aliquots of the same sample were then re-pooled and spun down at 12,000 × *g* for 5 min, and the supernatant moved to a fresh tube. Chromatin from each sample was then split into two separate tubes (150 ul in each), and 700 ul dilution buffer, 50 ul lysis buffer, and 100 proteinase inhibitor cocktail (Complete Mini tablets, Roche #11836153001) were added to each tube. 50 ul of each sample was set aside as input. The remainder of the ChIP was performed as previously described (Lesch et al., 2013), except that the second wash for H3K27ac samples was performed in high-salt immune complex wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl (pH 8.1), 500 mM NaCl) instead of low-salt immune complex wash buffer. Immunoprecipitation was performed using 1.0 ug of antibody to H3K4me1 (Abcam #ab8895, RRID:AB_306847) or 1.0 ug of antibody to H3K27ac (Abcam #ab4729, RRID:AB_2118291).

### Sequencing Library Preparation and Sequencing

ChIP libraries were prepared using a TruSeq ChIP sample prep kit (Illumina), according to the manufacturer’s instructions, except that size selection was performed after (instead of before) PCR amplification. All libraries were sequenced on an Illumina HiSeq2500 with 40-base-pair single-end reads.

### ChIP-seq Data Processing

Image analysis and base calling were done with the standard Illumina pipeline for HiSeq2500. Data was quality-filtered using fastq_quality_filter from the FASTX toolkit (RRID:SCR_005534) with the following parameters: -q 20 -p 80. ChIP-seq data was aligned to either the mouse (mm10) or human (hg19) genome using Bowtie2 in –end-to-end –fast mode with default settings (Langmead and Salzberg, 2012, RRID:SCR_005476). Peaks were called using MACS2 with the following parameters: narrowPeak, *q* = 0.1 (H3K4me3); broadPeak, *q* = 0.2 (H3K4me1 from mouse PS and RS); broadPeak, *q* = 0.1 (all other data) (Zhang et al., 2008, RRID:SCR_013291). *q*-values for peak calling were selected based on reconciliation of peak boundaries with ChIP signal visualized on the UCSC genome browser.

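The deposited broad peak lists held 1 list per ChIP library, each called by the authors against the input of the same cells. For H3K4me1, mouse pachytene spermatocytes had 66133 peaks with a median width of 652 bp, and mouse round spermatids had 72854 peaks with a median width of 251 bp. Human pachytene spermatocytes had 188177 H3K4me1 peaks (median width 354 bp) and human round spermatids 99314 (median width 330 bp). For H3K27ac, there were 26502 peaks in mouse spermatocytes, 64025 in mouse spermatids, 119985 in human spermatocytes and 67203 in human spermatids, with median widths of 1078.5, 1028, 225 and 399 bp. The largest q in a list was 0.190 and 0.198 for H3K4me1 from mouse spermatocytes and spermatids, and lay between 0.0955 and 0.0991 for the other libraries. Median fold enrichment over background, as MACS2 reported it, ranged from 2.51 to 3.58 across the 8 libraries. Only peaks on autosomes and the X and Y chromosomes were listed. The paper's text and the lists give no number of reads per library, so the depth behind each list is unknown.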

### RNA-seq Data Processing

RNA-seq data was processed using kallisto (Bray et al., 2016, RRID:SCR_016582) with the following parameters: –bias -b 40 -t 8. Ensembl transcripts (cDNA and ncDNA) from mm10 or hg19 were used to create reference indexes for each species (Cunningham et al., 2019).

### Data Analysis

Density plots were generated using custom R scripts. First, the center of each peak ascertained by MACS2 was obtained and the distance from the center of the peak to the nearest TSS was calculated. The distance values were used as input to calculate a density distribution using a Gaussian smoothing function with bandwidth of 15, and the resulting probability function was plotted in R. Heatmaps were generated using the ggplot2 package in R (Wickham, 2011, RRID:SCR_014601) and custom R scripts. For each TSS, its distance to the nearest H3K4me1 and H3K4me3 was calculated, and the two distance values per TSS were used to generate a heatmap based on 2d bin counts using geom_bin2d() in ggplot2.

To obtain a list of poised promoter regions, a list of H3K4me3 peaks that overlap H3K27me3 peaks were generated with BEDTools using -wa option (Quinlan and Hall, 2010, RRID:SCR_006646). To obtain H3K4me1 peaks at poised promoters, a list of H3K4me1 peaks with overlaps with poised H3K4me3 was generated again with -wa option on BEDTools.

Violin plots were generated using ggplot2 and custom R scripts. TPM values obtained through kallisto were used to categorize the TSS based on expression level, using the following categories: TPM ≤ 1, 1 < TPM ≤ 5, 5 < TPM ≤ 10, TPM > 10. For each TSS, a category based on TPM value was assigned, and its distance to the center of the nearest H3K4me1 peak was calculated. The distances in each TPM category were used to create violin plots using geom_violin() and geom_boxplot() in ggplot2.

Statistical comparisons of multi-group, non-parametric data were performed using the Kruskal-Wallis rank sum test with the kruskal.test() function in R.

### Data Availability

All germ cell datasets are available on GEO under accession numbers GSE68507 (H3K4me3 ChIP-seq, H3K27me3 ChIP-seq, and RNA-seq) and GSE145225 (H3K4me1 and H3K27ac ChIP-seq). Other public datasets used in this study are from mouse myeloid cells (GSE85072), fetal liver (GSE119201), and adult kidney (GSE31039).

### Code Availability

Custom R and Python scripts used for this study are available on Github^1^.

## Results

### Distribution of H3K4me1 Peaks Near Promoters Differs From Other Histone Marks

We set out to examine H3K4me1 distribution in germ cells and embryonic stem cells (ESCs), cell types that share many regulatory mechanisms related to reprogramming and pluripotency. 

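The H3K4me1 and H3K27ac data were collected by chromatin immunoprecipitation followed by sequencing (ChIP-seq), in which DNA fragments bound to an antibody against a histone modification are sequenced and their pile-up on the genome is compared with unenriched input chromatin. H3K4me1 marks promoters and enhancers, and H3K27ac marks active ones. Pachytene spermatocytes and round spermatids were purified from mouse and human testis tissue, with 1 ChIP library for each mark, cell type and species. These 8 ChIP libraries were accompanied by 4 input libraries, 1 per cell type and species, which served as the controls of the peak calls. The paper gives the purity of the mouse fractions as more than 90%, while the sample labels give 95%; both give 95% for the human fractions. The H3K4me1 antibody is ab8895 in the paper and ab8995 in the sample labels. Read filtering, alignment to mm10 or hg19 and peak calling were done by the authors, and distances, shares and overlaps were computed from the resulting peak positions. With 1 library per condition there is no spread between replicates, so no test between conditions was run. Each share of peaks is given with a Wilson 95% interval, which covers counting error only and treats neighbouring peaks as independent. H3K4me3, H3K27me3 and RNA-seq were not analysed here.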

To evaluate the distribution of H3K4me1 at promoters relative to other histone modifications, we called peaks from ChIP-seq data for H3K4me1 and H3K27ac (this study), and from H3K4me3 and H3K27me3 (Lesch et al., 2016) from mouse and human spermatogenic cells at two developmental stages, pachytene spermatocytes and round spermatids. Pachytene spermatocytes are undergoing the first meiotic division, while round spermatids are haploid germ cells that have completed meiosis but have not yet differentiated into sperm. These two cell types represent two very different cellular states, but share gene regulatory features characteristic of germ and stem cells (Lesch et al., 2013; Hammoud et al., 2014). 

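Transcription start sites (TSS) were taken from GENCODE release M21 for mouse (mm10) and from release 44 mapped to hg19 for human, which gave 132633 and 220817 distinct start positions of annotated transcripts. The distance from the center of each peak to the nearest TSS was signed by the direction of transcription, and peaks within 2000 bp were kept. For H3K4me1, 26336 peaks (39.8%) of mouse spermatocytes and 35498 (48.7%) of mouse spermatids lay within this range. In human, these were 52647 peaks (28.0%) in spermatocytes and 37058 (37.3%) in spermatids. For H3K27ac, the corresponding numbers were 14706 (55.5%) and 23656 (36.9%) in mouse, and 27297 (22.8%) and 26151 (38.9%) in human. Densities used a Gaussian kernel with a bandwidth of 15 bp, as in the paper's methods. The annotation release behind the paper's TSS is not named in its text.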

We calculated the base pair unit distance from each peak to the nearest TSS and visualized the distribution of peak distances with a density plot, where the *y* axis shows the probability that the nearest peak is centered a given distance away from the TSS (Figure 1A). 

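Among H3K27ac peaks within 2000 bp of a TSS, the share centered less than 300 bp from it was 63.8% (Wilson 95% interval 63.1 to 64.6%) in mouse spermatocytes and 41.6% (41.0 to 42.2%) in mouse spermatids. In human cells, this share was 33.7% (33.1 to 34.2%) in spermatocytes and 43.7% (43.1 to 44.3%) in spermatids. Centers between 1000 and 2000 bp away made up 9.85% and 22.3% of these peaks in mouse spermatocytes and spermatids, and 33.0% and 23.1% in human. With every annotated TSS, the density of H3K27ac centers was highest within 2 bp of the TSS in all 4 libraries, at 0.00246 and 0.00115 per bp in mouse spermatocytes and spermatids and 0.00116 and 0.00157 per bp in human. Limited to 1 TSS per gene, it was highest 64, 110, 276 and 186 bp downstream in mouse spermatocytes, mouse spermatids, human spermatocytes and human spermatids. With protein-coding transcripts it was highest within 1 bp of the TSS in all 4 libraries. Taking the distance from the nearer edge of each peak gave a share under 300 bp of 85.2% and 77.2% in mouse and 43.96% and 61.0% in human, the largest move of any setting except in human spermatocytes, where a −log10 q of at least 2 gave 44.9%. H3K4me3 and H3K27me3 peaks were not analysed here.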

H3K4me3, H3K27me3 and H3K27ac peak distances were all centered within 1kb of the TSS, and the distributions of the three marks were unimodal, as expected for these promoter-centric modifications. In contrast, H3K4me1 exhibited a mixed unimodal and bimodal pattern in which a large fraction of peaks were centered 300–1000 bp away from the nearest promoter region. 

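Of the H3K4me1 peaks within 2000 bp of a TSS, 46.2% (Wilson 95% interval 45.6 to 46.8%) were centered 300 to 1000 bp away in mouse spermatocytes and 50.6% (50.1 to 51.1%) in mouse spermatids. The same share was 40.9% (40.5 to 41.4%) in human spermatocytes and 41.9% (41.4 to 42.4%) in human spermatids. A smaller fraction lay less than 300 bp from the TSS, 30.2% and 23.4% in mouse spermatocytes and spermatids, and 26.2% and 23.7% in human. In each of the 4 cell types, the share at 300 to 1000 bp was higher for H3K4me1 than for H3K27ac, which had 26.3%, 36.2%, 33.4% and 33.1% in the same order, and the intervals of the 2 marks did not overlap. Limited to 1 TSS per gene, H3K27ac had 34.4, 40.7, 39.5 and 39.4% in this range, against 47.2, 49.9, 42.2 and 41.9% for H3K4me1, with intervals still apart. This range then held the largest H3K27ac share except in mouse spermatocytes. With every annotated TSS, the single highest density of H3K4me1 centers was still within 4 bp of the TSS, 7.97e-04 and 5.36e-04 per bp in mouse spermatocytes and spermatids and 6.98e-04 and 5.99e-04 per bp in human. Limited to 1 TSS per gene, it lay 54 and 876 bp downstream in mouse and 161 and 853 bp downstream in human. With protein-coding transcripts it lay 784 bp downstream in mouse spermatids and within 4 bp of the TSS in the other libraries. Within 300 to 1000 bp, the density in mouse spermatocytes was highest 615 bp upstream and 680 bp downstream of the TSS, and in mouse spermatids 445 bp upstream and 640 bp downstream. In human spermatids it was highest 410 bp upstream and 355 bp downstream, and in human spermatocytes 330 bp upstream and 300 bp downstream, the latter at the inner edge of this range. Measured from the nearer peak edge, the setting that moved it most, the H3K4me1 share at 300 to 1000 bp was 31.3% and 43.2% in mouse and 28.2% and 34.4% in human. From the centers at the TSS together with those displaced from it, the paper states a mix of unimodal and bimodal patterns for H3K4me1.

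**Figure D1:**
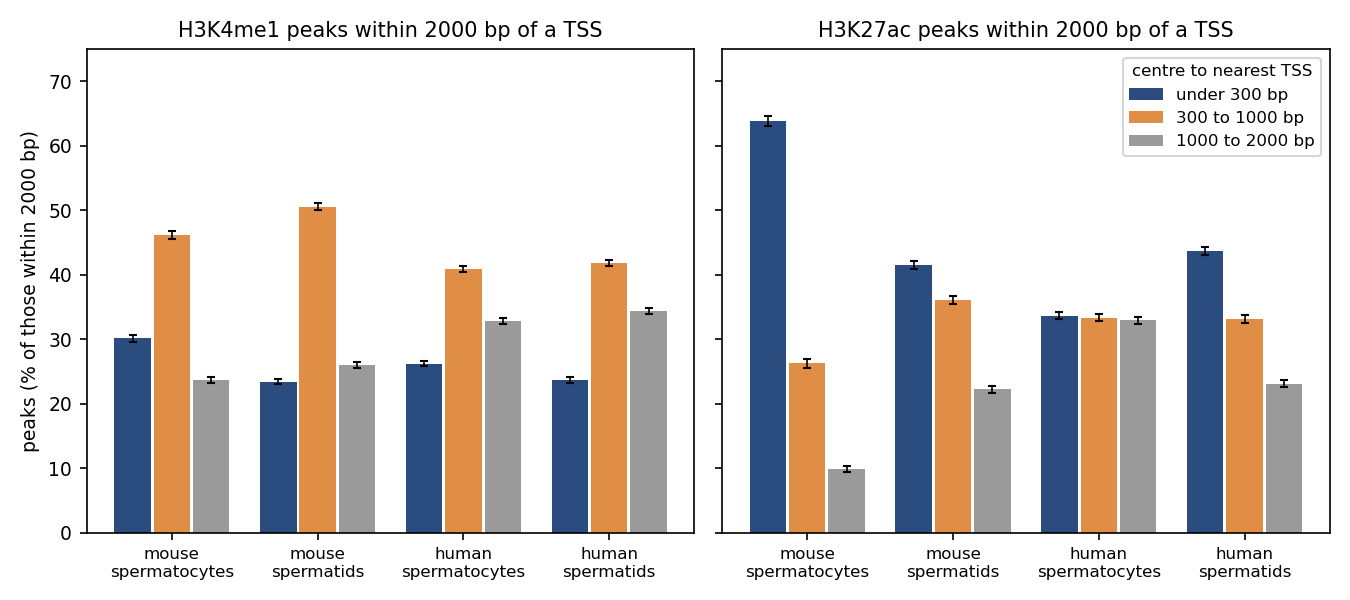
Share of H3K4me1 peaks (left) and H3K27ac peaks (right) in 3 ranges of distance from the peak center to the nearest TSS, as a percentage of the peaks within 2000 bp, for each cell type and species (1 library each); error bars are Wilson 95% intervals. Every annotated TSS was used. The range of 300 to 1000 bp is the tallest bar in each H3K4me1 group, from 40.9% to 50.6%. The ranges differ in width, and per bp the density of H3K4me1 centers was higher under 300 bp in each group. For H3K27ac the range under 300 bp is tallest, by less than its interval in human spermatocytes.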

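As a measure of bimodality, the density of peak centers 500 to 900 bp from the TSS was divided by the density 200 to 400 bp from it. This side-to-trough ratio is above 1 where the density rises again away from the TSS and below 1 where it falls. A group of centers at the TSS can add to the density at 200 to 400 bp. A ratio below 1 therefore does not rule out a second group beside it. With every annotated TSS, the ratio for H3K4me1 was 0.926 (95% interval 0.891 to 0.963) in mouse spermatocytes, 1.05 (95% interval 1.01 to 1.08) in mouse spermatids, 0.848 (95% interval 0.823 to 0.873) in human spermatocytes and 0.912 (95% interval 0.881 to 0.944) in human spermatids. For H3K27ac it was 0.249 and 0.465 in mouse and 0.579 and 0.465 in human. The H3K4me1 ratio was therefore above the H3K27ac ratio in each of the 4 cell types, and within each stage lower in human than in mouse, with intervals that did not overlap between species. When the peak centers were moved at random by up to 10 kb (100 draws), the H3K4me1 ratio lay between 0.789 and 0.949 across the libraries. The observed ratio exceeded every draw of its own library in mouse spermatids and human spermatids but not in mouse or human spermatocytes. In these draws, the H3K4me1 share at 300 to 1000 bp was at most 37.1% and 37.5% in mouse spermatocytes and spermatids, and 36.9% and 37.3% in human. The observed share was above every draw in all 4 libraries. With 1 TSS per gene (the 5′-most), the H3K4me1 ratio was 1.07 and 1.29 in mouse spermatocytes and spermatids and 1.01 and 1.15 in human, and the intervals of the species overlapped in spermatocytes. Random moves around these TSS gave at most 1.04, 1.00, 1.03 and 1.01 in the same order, so that human spermatocytes remained within the random range. With TSS of protein-coding transcripts only, the ratio was 1.19 and 1.37 in mouse and 1.04 and 1.14 in human. When each TSS was counted once with its nearest H3K4me1 center, instead of each peak with its nearest TSS, the ratio was 1.13 and 1.18 in mouse and 1.09 and 1.25 in human with every TSS, above 1 and above every random draw in all 4 cell types, and higher in human than in mouse spermatids. With this count and 1 TSS per gene, it was 0.991 and 0.974 in mouse and 0.957 and 1.09 in human, so that the order of the species and the effect of the TSS set both depended on the count. The random moves, both of these TSS sets and the count per TSS were applied to the ratio after the data were seen.

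**Figure D2:**
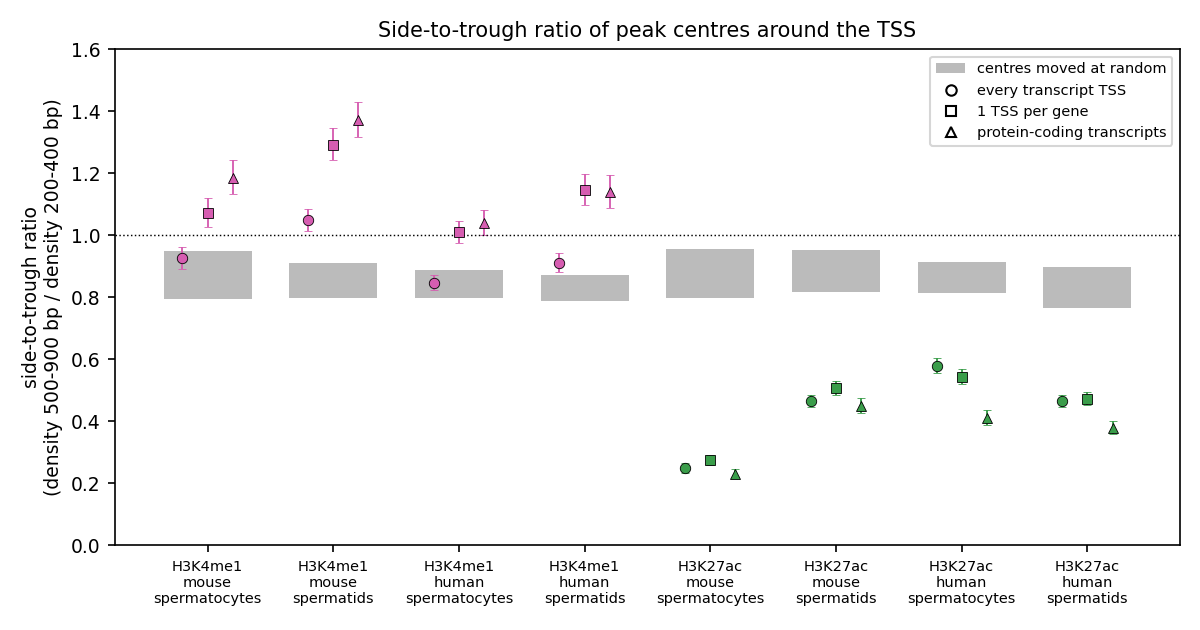
Side-to-trough ratio of peak centers (density 500 to 900 bp from the TSS divided by density 200 to 400 bp from it) for the 8 ChIP libraries with 3 sets of TSS; error bars are 95% intervals for counting error, gray bands are the range over 100 draws with centers moved at random around every transcript TSS, and the dotted line marks a ratio of 1. The H3K27ac points lie below their gray bands, between 0.231 and 0.579, and the H3K4me1 points lie between 0.848 and 1.37.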

The bimodal pattern was unique to H3K4me1 and was present across all cell types examined, although it appeared less pronounced in human compared to mouse cells (Figure 1B).

**FIGURE 1:**
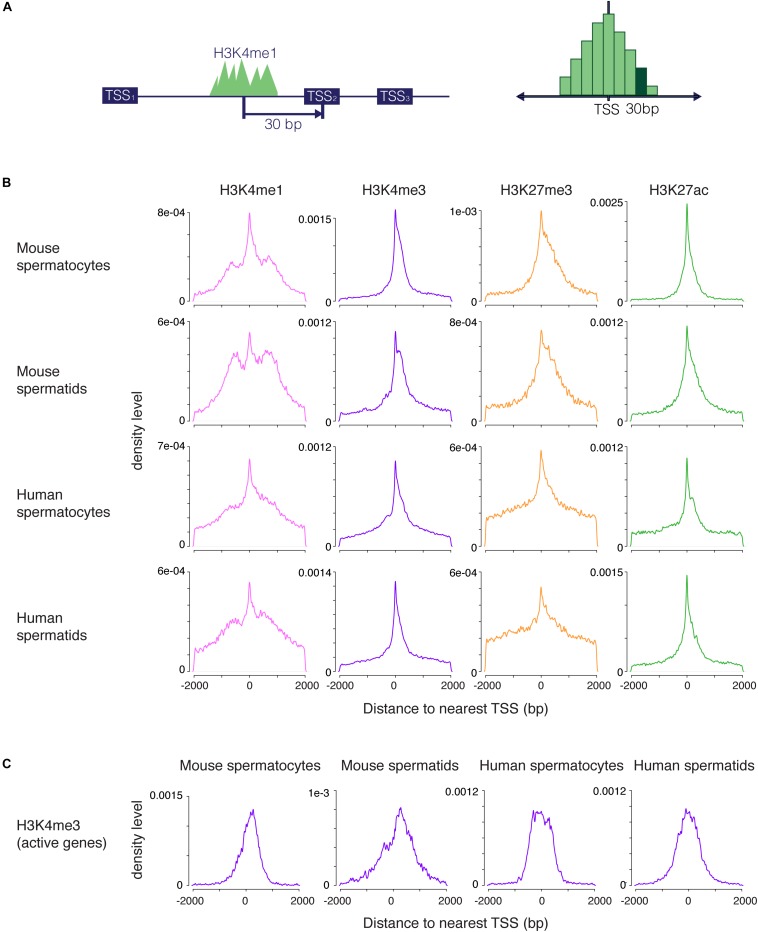
Distribution of H3K4me1, H3K4me3, H3K27me3, and H3K27ac peaks near promoters. **(A)** Scheme for generating density plots. For each peak, the distance from the peak center to its nearest transcription start site (TSS) was obtained, and a density distribution was calculated from the distance values. **(B)** Density plots for four histone modifications in mouse and human male germ cells at two stages of spermatogenesis. All four marks have a unimodal set of peaks centered at the TSS, but only H3K4me1 has an additional bimodal peak density displaced from the TSS. **(C)** Density distribution of H3K4me3 peaks at highly transcribed (tpm > 10) TSS. The density plots do not exhibit profiles that indicate nucleosome clearing. bp, base pairs.

We considered several possible explanations for the unique distribution of H3K4me1 peaks around promoters. First, most H3K4me1 signal might be coming from enhancers, as has been previously described. If so, peak distribution would be centered away from the TSS, but we would expect to see a broad distribution of H3K4me1 peaks extending away from the TSS in both directions, rather than the accumulation in density we observe in the 300–1000 bp range. 

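The density of H3K4me1 peak centers per bp at 300 to 1000 bp from the TSS was 2.78 times that at 1000 to 2000 bp in mouse spermatocytes and 2.78 times in mouse spermatids. In human, it was 1.78 times as high in spermatocytes and 1.73 times in spermatids. After random moves of the centers, this ratio of densities had medians of 1.21 and 1.24 in mouse and 1.24 and 1.27 in human, and its highest value in any draw was 1.32. For H3K27ac, the ratio was 3.81 and 2.32 in mouse spermatocytes and spermatids and 1.44 and 2.05 in human. It was above that of H3K4me1 in mouse spermatocytes and human spermatids. A ratio above 1 can come from any mark that gathers at the TSS, so it does not show a separate group at 300 to 1000 bp. H3K4me1 peaks more than 2000 bp from any annotated TSS made up 60.2, 51.3, 72.0 and 62.7% of all H3K4me1 peaks in mouse spermatocytes, mouse spermatids, human spermatocytes and human spermatids, respectively. A majority of the peaks in each library therefore lay away from annotated promoters, and those within 2000 bp were concentrated toward the TSS.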

Second, the bimodal profile could result from nucleosome clearing at active promoters, similar to the pattern commonly seen in metagene plots of H3K4me3 signal (Barski et al., 2007). This explanation has been previously proposed in the context of bimodal H3K4me1 profiles (Hoffman et al., 2010). However, our method does not detect nucleosome clearing for H3K4me3 at active TSS, where this phenomenon is known to occur (Figure 1C), indicating that our method of analysis does not reveal nucleosome-free regions. 

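H3K27ac peaks passed through the same steps, and because peak width differed between marks, peaks of 500 to 1000 bp were also compared alone (a restriction chosen after the data were seen). Among these, the side-to-trough ratio for H3K4me1 was 1.67 (1.56 to 1.79) in mouse spermatocytes and 1.35 (1.25 to 1.46) in mouse spermatids, and for H3K27ac 0.307 and 0.415. In human cells, the ratios at this width were 1.04 and 1.03 for H3K4me1 in spermatocytes and spermatids, with intervals that included 1, and 0.553 and 0.481 for H3K27ac. Only this one of the width classes put the H3K4me1 ratio above 1 in all 4 cell types. Across the classes (under 200, 200 to 500, 500 to 1000, 1000 to 2000 and 2000 bp or more), the H3K4me1 ratio ranged from 0.389 to 1.67 in mouse spermatocytes, from 0.787 to 1.35 in mouse spermatids, from 0.420 to 1.04 in human spermatocytes and from 0.583 to 1.03 in human spermatids. The order of the libraries also differed between classes, as the ratio was higher in human than in mouse spermatocytes in 4 of the 5 classes (with intervals apart in 2) and lower only at 500 to 1000 bp. The H3K27ac ratio was at most 0.744 in any class, in human spermatocyte peaks under 200 bp, and was below the H3K4me1 ratio of the same cells in 19 of 20 comparisons within a class, the exception being human spermatocyte peaks of 2000 bp or more (0.455 for H3K27ac).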

Finally, the unimodal distributions we observed for other marks indicate that a bimodal pattern is not simply an artifact of our analysis method. We conclude that H3K4me1 occupies a distinctive distribution at promoters in addition to its well-studied role at distal enhancers (Rickels et al., 2017; Local et al., 2018).

### The Bimodal Distribution Is Characteristic of H3K4me1 Across Cell Types

To determine whether the pattern of H3K4me1 distribution around the TSS was unique to germ cells, we applied the same data-processing protocol to published ChIP-seq data from mouse embryonic stem cells (mESCs) and human embryonic stem cells (hESCs) (Rada-Iglesias et al., 2011; Garland et al., 2019). The mixed unimodal/bimodal pattern of H3K4me1 density around the TSS was recapitulated in mESCs, and to a lesser degree in hESCs (Figure 2A). We then examined somatic cells across several lineages using public datasets, and found that similar mixed unimodal/bimodal H3K4me1 patterns are present in mouse myeloid cells, fetal liver, and adult kidney cells (Figure 2B; Encode Project Consortium, 2012; Kotzin et al., 2016). Whereas both the unimodal and bimodal H3K4me1 patterns in fetal liver closely recapitulated the pattern observed in germ cells, the unimodal TSS probability density was dampened relative to the bimodal density in myeloid and kidney cells. We postulate that the bimodal H3K4me1 pattern is shared among all cell types, while the unimodal pattern is more accentuated in cell types that have pluripotent or multipotent potential.

**FIGURE 2:**
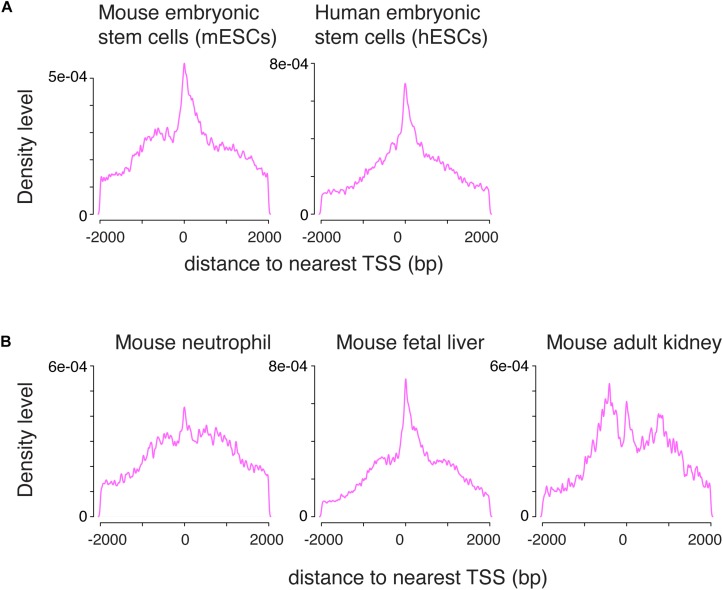
The combination of unimodal and bimodal H3K4me1 distributions is observed across various cell types. **(A)** Density distribution in mouse and human embryonic stem cells. A mixed unimodal and bimodal pattern of H3K4me1 is present, similar to germ cells. **(B)** Density distribution in mouse neutrophils, fetal liver, and adult kidney. The mix of unimodal and bimodal distributions is observed in all three cell types, but relative prominence of the unimodal H3K4me1 distribution varies. bp, base pairs.

### H3K4me1 Distribution Pattern Correlates to Expression Level

We next asked whether the H3K4me1 distribution around the TSS was related to gene expression level. For each TSS in the mouse genome, we found the distance to the nearest H3K4me1 peak, then grouped the TSS into four categories based on expression level as measured by RNA-seq (Lesch et al., 2016) (see section “Materials and Methods”). 

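In mouse spermatocytes, 59730 TSS (45.0%) had an H3K4me1 peak centered within 2000 bp, at a median distance of 632 bp, and in mouse spermatids 59225 TSS (44.7%) did, at a median of 639 bp. The nearest center lay 300 to 1000 bp from the TSS for 54.3% (53.9 to 54.7%) of these TSS in spermatocytes and 57.6% (57.2 to 58.0%) in spermatids, and less than 300 bp from it for 24.8% and 21.2%. In human, 131130 TSS (59.4%) in spermatocytes and 102126 TSS (46.2%) in spermatids had a center within 2000 bp, with medians of 667 and 770 bp. TSS of 1 gene often share a peak, so the intervals are narrower than independent TSS would give. With 1 TSS per gene, the share at 300 to 1000 bp was 52.3% and 54.2% in mouse. The groups by expression level rest on RNA-seq that was not analysed here.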

We observed a consistent trend in which H3K4me1 peaks overlap the TSS with a unimodal distribution at genes with lower expression levels, and flank the TSS with a bimodal distribution at genes with higher expression (Figure 3). The difference in distribution among expression levels was statistically significant for all cell types tested in mouse and for human pachytene spermatocytes (*p* < 0.05, Kruskal-Wallis test). The same trend is present in human round spermatids and hESCs, although the distribution differences were not statistically significant. Lack of statistical significance in the latter two cell types may be due to increased noise in the datasets, although we cannot exclude a true biological difference in histone mark distributions.

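Of the 4 H3K4me1 libraries, human spermatids had 27.5% of peaks with a deposited −log10 q of at least 2, against 30.6% in human spermatocytes, 28.6% in mouse spermatocytes and 2.70% in mouse spermatids. The highest −log10 q was 14.4 in human spermatids and 56.4 in human spermatocytes, and 9.14 and 6.08 in mouse spermatocytes and spermatids, whose lists were called at the less strict q. Median fold enrichment of the H3K4me1 peaks was 3.57 in human spermatids and 3.30 in human spermatocytes. The peaks of each list are the authors' calls, and background signal between peaks was not measured.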

**FIGURE 3:**
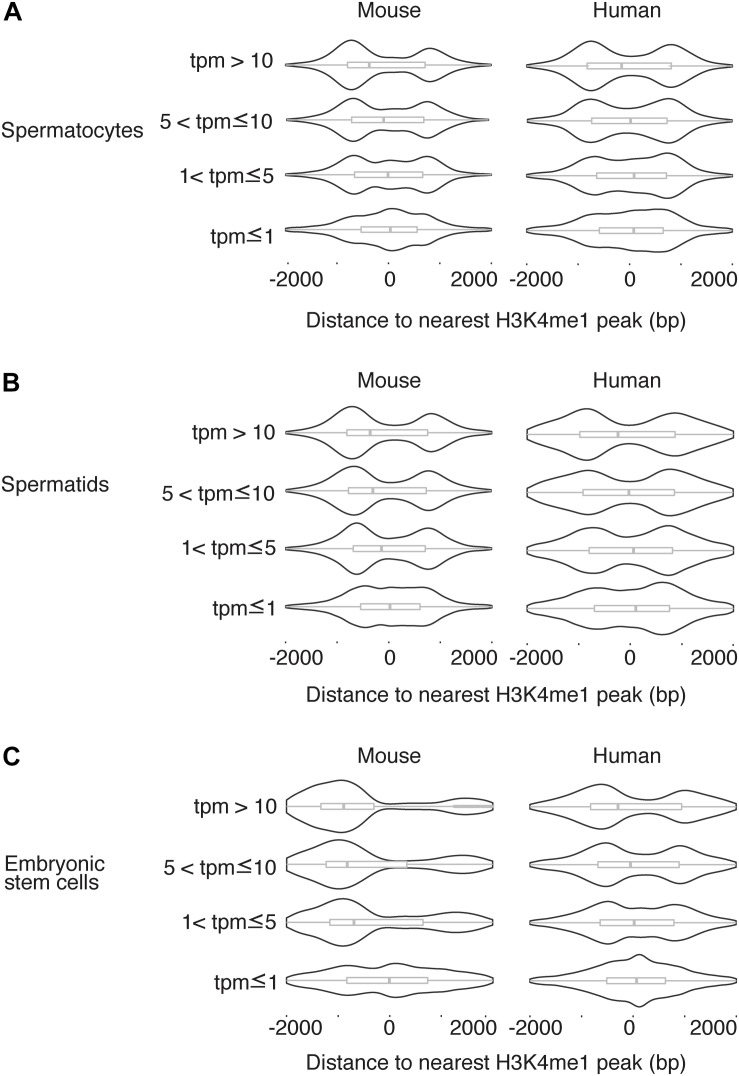
H3K4me1 distribution pattern is correlated to expression level. Distribution of H3K4me1 with respect to the TSS in mouse and human pachytene spermatocytes **(A)**, round spermatids **(B)**, and embryonic stem cells **(C)**, classified by transcript level. Box plots enclosed within the violin plots show the median (vertical line), interquartile range (box) and total range within the plot boundaries (horizontal line) for the distance between the H3K4me1 peak and TSS. In all cell types, TSS with lower expression are associated with H3K4me1 peak densities directly overlapping the TSS, while TSS with higher expression are associated with H3K4me1 peak densities that flank the TSS. Comparisons across the four categories of transcript levels were significant at a threshold of *p* < 0.05 by the Kruskal-Wallis test for all mouse cell types (spermatocyte *p* = 2.395e-5, spermatid *p* = 4.368e-6, ESC *p* < 2.2 e-16) and for human spermatocytes (*p* = 1.915e-6). Comparisons in human spermatids and human ESCs were not significant (*p* > 0.05). bp, base pairs. tpm, transcripts per million.

### H3K4me1 Distribution Defines Two Categories of H3K4me3-Positive Promoters

Because H3K4me1 is an intermediate molecular state between unmethylated H3K4 and H3K4me3, we considered the possibility that H3K4me1 distribution at promoters is purely a byproduct of mechanisms that directly regulate H3K4me3. In this scenario, H3K4me1 would be expected to mark genes in transition between expression states: either gain of H3K4me3 along with gain of transcription, or loss of H3K4me3 along with loss of transcription.

We therefore examined how the H3K4me1 pattern relates to the H3K4me3 pattern around promoter regions. We calculated the distance to both the nearest H3K4me1 peak and the nearest H3K4me3 peak for each TSS (Figure 4A). We visualized the distribution of the TSS with respect to surrounding H3K4me1 and H3K4me3 marks as a heatmap, where the total number of data points represented in the heatmap is equal to the number of TSS that neighbor a H3K4me1 and a H3K4me3 region within 2000bp. A clear pattern emerged from this analysis, in which the TSS either grouped at the center of the heatmap or into “wings” on both sides of the center cluster (Figure 4B). The TSS occupying the center of the plot represent promoters with both H3K4me1 and H3K4me3 centered on the TSS, while the group of TSS that form the “wings” correspond to promoters that have only H3K4me3 directly at the TSS and are flanked by H3K4me1. This finding indicates that TSS marked by H3K4me3 can be classified into two groups based on the distribution of nearby H3K4me1 signal, and implies that H3K4me1 distribution is not purely dictated by the distribution of H3K4me3 at a given promoter.

**FIGURE 4:**
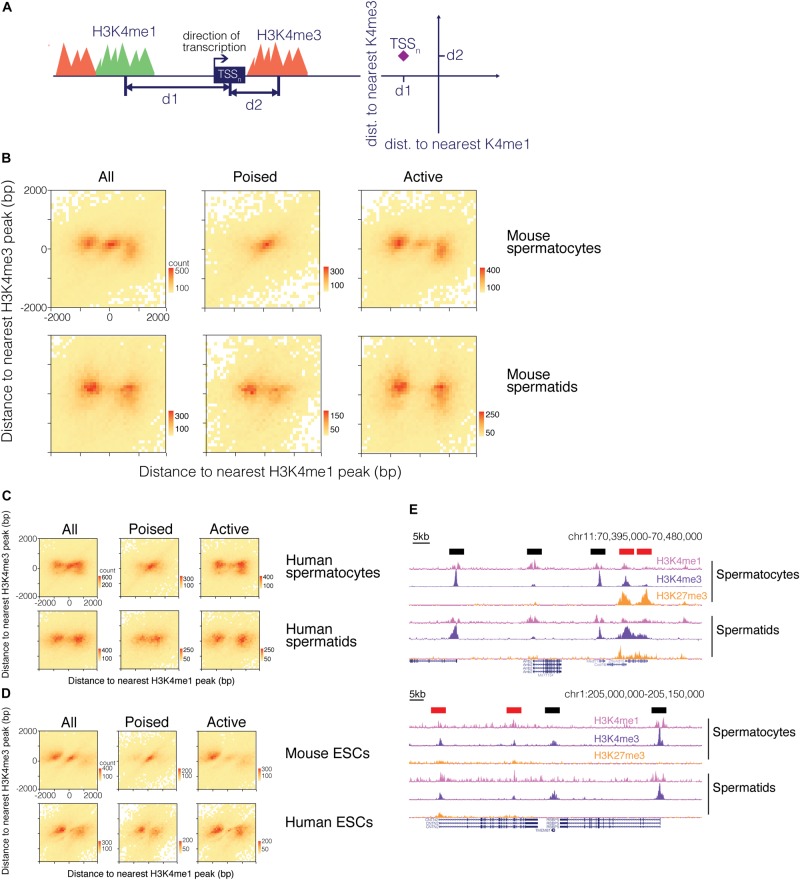
H3K4me1 distribution around H3K4me3 predicts the epigenetic state of promoters. **(A)** Scheme for mapping TSS with respect to both H3K4me1 and H3K4me3 marks. For each TSS, distances to its nearest H3K4me1 peak and its nearest H3K4me3 peak were calculated, and the TSS were classified based on distances to the two histone modifications. **(B)** Heatmap of TSS distribution in mouse pachytene spermatocytes and round spermatids. Most TSS were concentrated at either the center of the heatmap or both sides of the center group to form “wings”. The center cluster and the wings separate when the TSS are grouped based on poising. **(C)** Heatmap of TSS distribution in human germ cells. **(D)** Heatmap of TSS distribution in mouse and human embryonic stem cells. **(E)** ChIP-seq signal tracks at poised and active promoters in mouse (top) and human (bottom) germ cells. H3K4me1 signal at active promoters (black bars above signal tracks) flanks H3K4me3 signal while H3K4me1 signal at poised promoters (red bars above signal tracks) exhibits a unimodal profile. bp, base pairs.

### H3K4me1 Pattern Separates Poised From Active Promoters

Based on our finding that transcription is related to the shape of the H3K4me1 distribution, we hypothesized that the two patterns observed in our joint analysis might represent poised and active promoters. Active promoters are H3K4me3 positive, H3K27me3 negative, and transcriptionally active, while poised promoters are marked by both H3K4me3 and H3K27me3 and are transcriptionally repressed. We sorted the TSS into “poised” and “active” groups based on whether or not the H3K4me3 region nearest a given TSS overlapped with H3K27me3 signals. When poised and active TSS were plotted separately, we found that the pattern observed in our first heatmap resolved into separate bimodal and unimodal patterns based on whether the TSS is active or poised, respectively (Figures 4B–D). These two patterns are identifiable in the ChIP-seq signal tracks: H3K4me1 is centered at the TSS at poised, H3K4me3/H3K27me3-positive promoters, while at active gene promoters H3K4me1 “clears” from TSS bearing high H3K4me3 signals to flank the H3K4me3 marks (Figure 4E). 

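In the mouse window of Figure 4E, on chromosome 11 (mm10), there were 7 H3K4me1 peaks in spermatocytes and 10 in spermatids. Peaks are given with their start and end, and distances run from the peak center to the 5′-most annotated TSS of the gene. The bars of the figure were assigned to genes by eye in both windows. Black bars, for active promoters, were read as standing over Pelp1, Arrb2 and Med11. Pelp1 (ENSMUSG00000018921.11, minus strand, TSS at 70410031) had H3K4me1 peaks on both sides of its TSS in spermatocytes, from 70410130 to 70410982 (525 bp upstream) and from 70408801 to 70409453 (904 bp downstream), and in spermatids (534 bp upstream and 1295 bp downstream). Med11 (ENSMUSG00000018923.13, plus strand, TSS at 70451919) was likewise flanked, 927 bp upstream and 618 bp downstream in spermatocytes and 826 and 795 bp in spermatids. At Arrb2 (ENSMUSG00000060216.15, plus strand, TSS at 70432635), spermatocytes had 1 H3K4me1 peak of 2857 bp over the TSS, from 70431158 to 70434014, while the nearest spermatid peaks on each side ran from 70431362 to 70432287 and from 70432880 to 70433419, neither of which covered the TSS. A red bar, for poised promoters, stands over the divergent TSS of Cxcl16 (ENSMUSG00000018920.11, TSS at 70459984, minus strand) and Zmynd15 (ENSMUSG00000040829.14, TSS at 70459433, plus strand). There, 1 spermatocyte H3K4me1 peak from 70458898 to 70460129 covered both TSS. The spermatid H3K4me1 peak from 70458738 to 70459311 was centered 408 bp upstream of the Zmynd15 TSS without covering it. An H3K27ac peak covered both of these TSS in each stage, with a −log10 q of 2.60 in spermatocytes and 4.34 in spermatids. H3K27ac peaks also covered the Pelp1, Arrb2 and Med11 TSS in both stages.

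**Figure D3:**
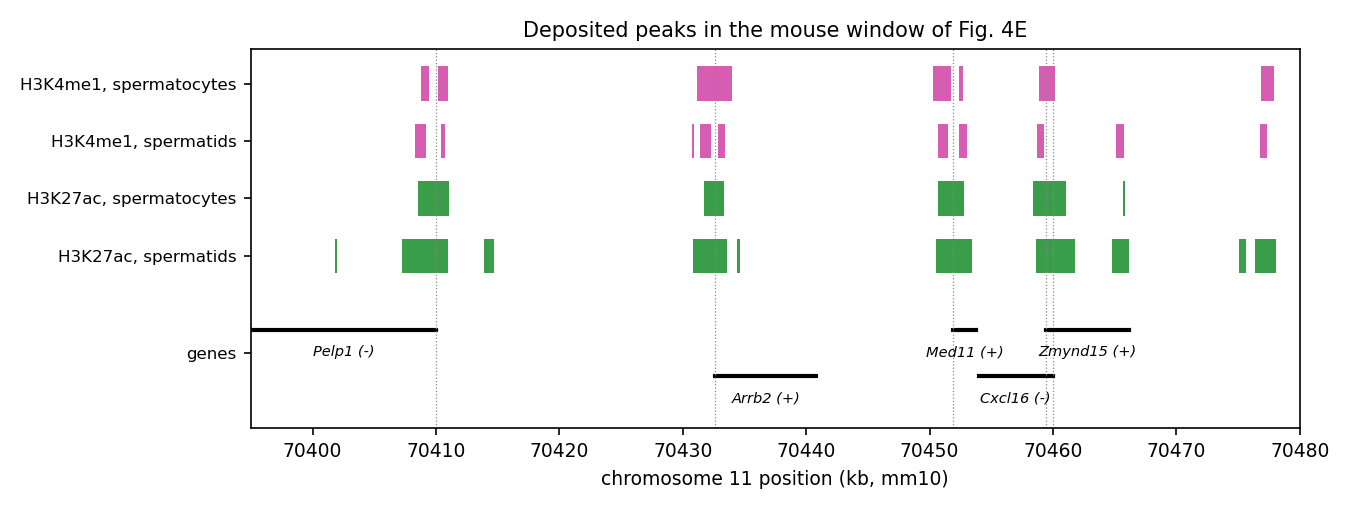
Deposited H3K4me1 (pink) and H3K27ac (green) peaks of mouse spermatocytes and spermatids in the mouse window of Figure 4E, along chromosome 11 in kb (mm10); black lines are genes with their strand, and dotted lines mark the 5′-most TSS of each. H3K4me1 peaks stand on both sides of the Pelp1 and Med11 TSS in both stages, and 1 peak of 2857 bp covers the Arrb2 TSS in spermatocytes.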

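In the human window of Figure 4E, on chromosome 1 (hg19), there were 17 H3K4me1 peaks in spermatocytes and 10 in spermatids. RBBP5 (ENSG00000117222.14_11, minus strand, TSS at 205091143), under a black bar, had spermatocyte peaks 1542 bp upstream and 1036 bp downstream and spermatid peaks 1314 bp upstream and 1606 bp downstream of its TSS. TMEM81 (ENSG00000174529.7_6, minus strand, TSS at 205053588), also under a black bar, had no H3K4me1 peak centered within 2000 bp in spermatocytes and 1 in spermatids, 1878 bp upstream. CNTN2 (ENSG00000184144.12_13, plus strand, TSS at 205012065), under a red bar, had its nearest spermatocyte peak, from 205011833 to 205011993, centered 152 bp upstream, a further spermatocyte peak, from 205012521 to 205012666, centered 529 bp downstream, and a spermatid peak from 205012646 to 205014166 centered 1341 bp downstream of the 5′-most of its 31 annotated TSS. None of these peaks covered that TSS. From the signal tracks, the paper reads a single H3K4me1 position at poised promoters and a cleared center at active ones.

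**Figure D4:**
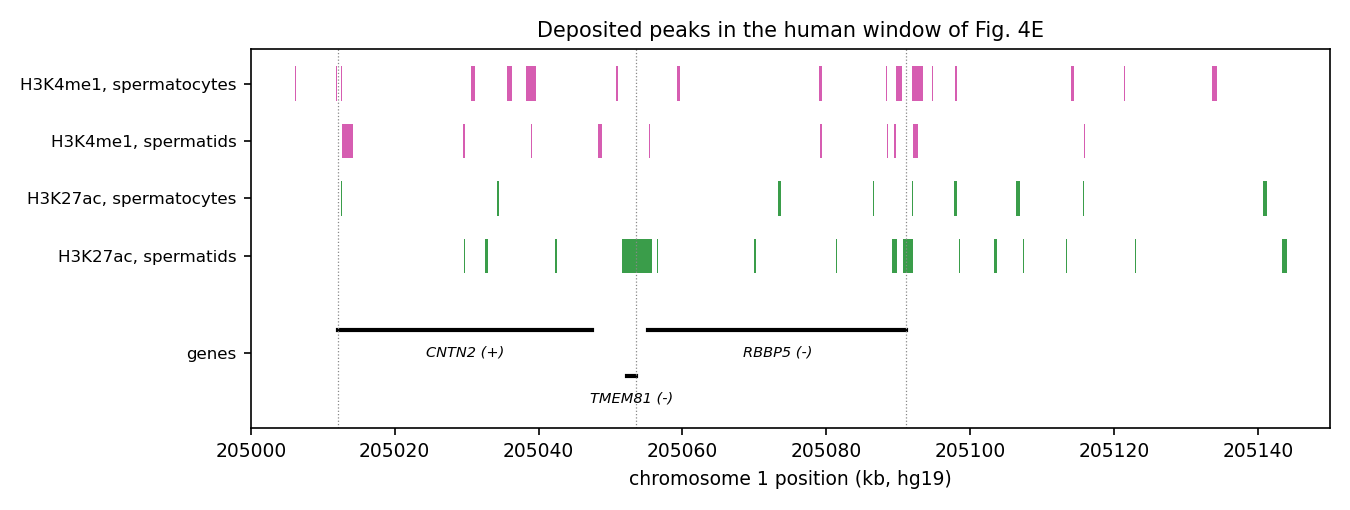
Deposited H3K4me1 (pink) and H3K27ac (green) peaks of human spermatocytes and spermatids in the human window of Figure 4E, along chromosome 1 in kb (hg19); black lines are genes with their strand, and dotted lines mark the 5′-most TSS of each. H3K4me1 peaks stand on both sides of the RBBP5 TSS in both stages.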

The H3K4me1 signal pattern at active promoters helps to explain the asymmetry we observe in the bimodal distribution of H3K4me1 in mouse ESCs, in which a higher proportion of H3K4me1 regions occur upstream of the TSS (Figure 3C). H3K4me3 peaks are often centered downstream of the TSS at active genes, and when bimodal H3K4me1 regions symmetrically flank a H3K4me3 region at a TSS, the upstream H3K4me1 peak will therefore be positioned closer to the TSS than the downstream peak. Since our method of analysis records the single closest H3K4me1 peak for each TSS, the H3K4me1 peak upstream of the TSS is more likely to be recorded. This asymmetry is particularly pronounced in mouse ESC, possibly due to higher resolution of the sequencing data, but is also present in the H3K4me1 distribution for other cell types.

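Among mouse TSS whose nearest H3K4me1 center lay 300 to 1000 bp away, that center was upstream for 50.0% (49.5 to 50.5%) of TSS in spermatocytes and 50.8% (50.3 to 51.3%) in spermatids. In human, the upstream share was 46.0% (45.6 to 46.4%) in spermatocytes and 46.5% (46.0 to 46.9%) in spermatids, so that more of the nearest centers were downstream. With 1 TSS per gene, the upstream share was 52.4% and 56.1% in mouse spermatocytes and spermatids and 46.9% and 48.7% in human. When these were limited to TSS covered by an H3K27ac peak of the same cells, which changed the direction in human, it was 57.4% and 60.04% in mouse and 52.6% and 53.3% in human. Without the limit of 1 TSS per gene, covered TSS kept the direction in human, at 45.2% and 45.8%, and had 50.8% and 52.1% in mouse. All of these settings were chosen after the data were seen, and TSS were not grouped by expression. ESC data were not analysed here.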

In all three cell types from mouse, heatmaps of TSS reflected a distribution in which H3K4me1 directly occupied promoter regions of poised genes and separated to border the H3K4me3 signal in active promoters. A similar phenomenon was observed for human germ cells and ESCs. While H3K4me1 marks did not always directly overlap the TSS of poised genes in human round spermatids and ESCs, the marks localized closer to the TSS for poised genes compared to active genes (Figures 4C,D).

### Poising Is Dominant Over Expression Level in Determining H3K4me1 Peak Profile

The correlations between H3K4me1 distribution, poised chromatin state, and gene expression level raised two possibilities for the role of H3K4me1: H3K4me1 could be functionally related to expression level and correlated with poised chromatin, or H3K4me1 could be functionally related to the poised histone modification state and correlated with gene repression. To discriminate between the two possibilities, we first obtained a list of H3K4me3 peaks that overlap H3K27me3 peaks (“poised” peaks). Then we calculated the distances between the TSS and the nearest H3K4me1 peak and grouped the TSS based on whether the nearest H3K4me1 peaks overlapped with poised peaks. TSS where the nearest H3K4me1 peak overlapped with a poised peak were classified as poised TSS. We then defined epigenetically ‘active’ TSS as TSS where the nearest H3K4me1 peak did not overlap a poised peak, and the nearest H3K4me3 peak was within 500bp of the TSS (see section “Materials and Methods”). Then, each of the two categories of TSS were further classified into four groups based on expression levels, using the same thresholds for transcription level that we used in our previous analysis. As expected, poised promoters were more likely to be silent (tpm = 0) compared to epigenetically active genes, and when expressed their transcript levels were significantly lower than expressed epigenetically active genes (Supplementary Figure S1). However, there were enough poised genes with high expression levels and epigenetically active genes with low expression levels to test for statistical significance (*n* ≥ 167 for all categories and datasets). We found that the unimodal, promoter-centered H3K4me1 distribution marked poised promoters regardless of expression level, while a bimodal H3K4me1 distribution marked epigenetically ‘active’ (H3K4me3-only) promoters regardless of expression level (Figures 5A–C). We conclude that the promoter-centered, unimodal distribution of H3K4me1 is a feature of the poised state.

**FIGURE 5:**
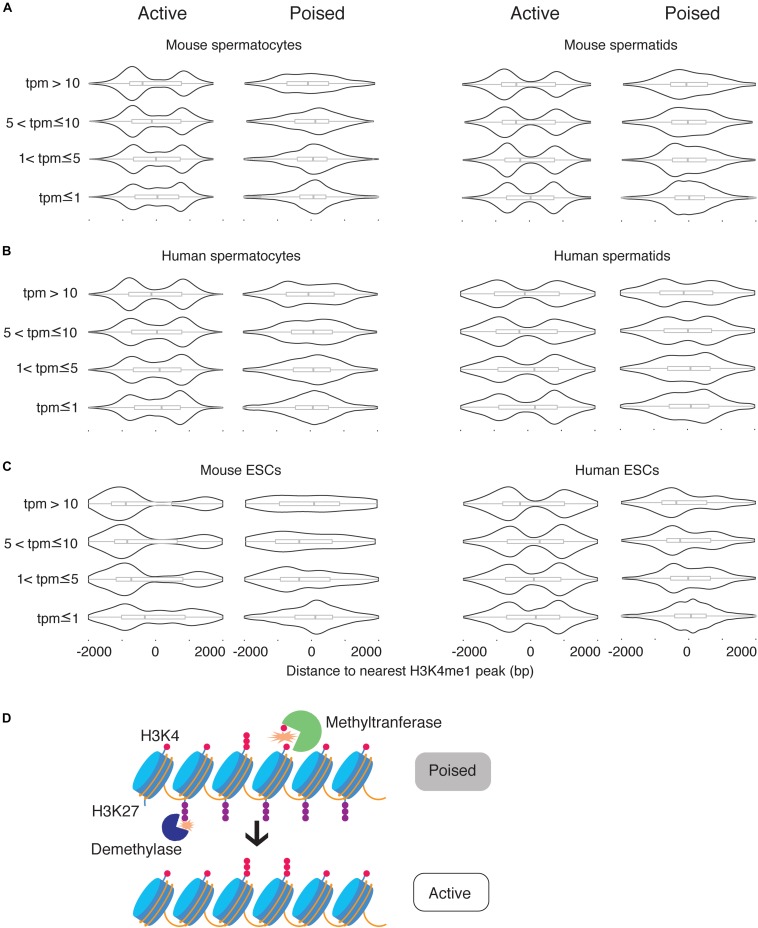
H3K4me1 peak profile correlates best with epigenetic poising at promoters. **(A)** Distribution of H3K4me1 with respect to the TSS at active promoters and poised promoters in mouse spermatocytes and spermatids, classified by expression level. **(B)** Distribution of H3K4me1 in human spermatocytes and spermatids, classified by expression levels. **(C)** Distribution of H3K4me1 in mouse and human ESCs. Box plots enclosed within the violin plots show the median (vertical line), interquartile range (box) and total range within the plot boundaries (horizontal line) for the distance between the H3K4me1 peak and TSS. All comparisons between active promoters and poised promoters were significant (*p* < 0.05) by the Kruskal-Wallis test. **(D)** Model for the role of H3K4 monomethylation in activation of poised promoters. Preexisting H3K4me1 is further methylated to H3K4me3, while H3K27me3 is removed from the promoter region.

## Discussion

We identified two distinct H3K4me1 distribution patterns at promoters in mouse and human germ cells and ESCs by examining the density of H3K4me1 peaks around transcription start sites. We found a unimodal distribution of peaks at one set of promoters, corresponding to H3K4me1 occupying the promoter region directly at the TSS. A different set of promoters is associated with a bimodal peak density that corresponds to H3K4me1-enriched regions flanking the TSS. These distributions corresponded to alternative regulatory states. Unimodal H3K4me1 signal was correlated with lower transcript expression and the presence of poised (H3K4me3/H3K27me3 bivalent) chromatin, while the bimodal H3K4me1 pattern was linked to high expression level and the absence of poising. By examining promoters where chromatin state and expression level were discordant, we found that H3K4me1 patterns were more strongly associated with the chromatin state dictated by H3K4me3 and H3K27me3 than with the expression level of the promoter.

The observation that H3K4me1 signal exhibits two different patterns around promoters has been previously reported in mouse muscle cells *in vitro* and in adult mouse pancreatic islet and liver cells, as well as a handful of other cell types (Hoffman et al., 2010; Cheng et al., 2014). We found that these two promoter-associated H3K4me1 patterns are also present in germ cells. In contrast to these previous studies, we found that the bimodal pattern of H3K4me1 is independent of nucleosome clearing, and instead may signify a more direct regulation of the balance between H3K4me1 and H3K4me3. In addition, we associate the unimodal H3K4me1 distribution directly with the bivalent H3K4me3/H3K27me3 histone modification state. In muscle cells, H3K4me1 was found to occupy repressed H3K27me3-positive promoters, and similar findings have been reported for brown adipocytes and hESCs (Cheng et al., 2014; Dozmorov, 2015; Brunmeir et al., 2016). While these studies found that H3K4me1 correlates with H3K27me3 alone and acts as a repressive mark, we find that unimodal H3K4me1 patterns correlate strongly with poised promoters marked by both H3K4me3 and H3K27me3. This finding suggests that H3K4me1 is an essential feature of poised chromatin in cells with pluripotent and reprogramming potential, such as ESCs and germ cells. Alternatively or in addition, H3K4me1 may act as either a “memory” or precursor of poising at transiently-poised promoters in these populations.

The latter possibility has been explored through the study of “Placeholder” nucleosomes, which are characterized by H3K4me1 and H2A. Z in zebrafish sperm. These specialized nucleosomes deter DNA methylation at genomic regions they occupy until the regions acquire poising or activating marks at zygotic genome activation (Murphy et al., 2018). H3K4me1 and H2A. Z serve as a transient chromatin state that passively drives demethylation of DNA without activating transcription while DNA methylation patterns are reprogrammed. We speculate that the H3K4me1 we observe at poised promoters in human and mouse germ cells serves a similar regulatory function: it maintains an epigenetically neutral state at promoters that are important for development and differentiation. Interestingly, H2A. Z is also enriched at poised promoters in mESCs and hESCs (Ku et al., 2012).

Why do pluripotent systems incorporate H3K4me1 at poised promoters? Structure studies have shown that DNMT3L directs the DNA methyltransferases DNMT3a and DNMT3b to nucleosomes bearing unmethylated H3K4, and that monomethylation is sufficient to deter binding of histone-interacting domain of DNMT3L (Ooi et al., 2007). H3K4me1 could serve to broadly demarcate regions of the DNA that must be kept hypomethylated during spermatogenesis and early embryogenesis. H3K4me1 can prevent DNA methylation without recruiting transcription-activating regulators, keeping these regions in a transcriptionally neutral state. In this respect, H3K4me1 is an ideal molecular marker to carry “memories” of transcription. This view of H3K4me1 may also help explain the bimodal H3K4me1 distribution we observed at promoters of active genes. H3K4me1 would appear to flank H3K4me3 peaks at promoter regions if the H3K4me1 marks are replaced with H3K4me3 proximal to the TSS as transcription is activated (Figure 5D).

Interpretation of H3K4me1 as transcriptional memory also has interesting implications for the mechanisms underlying epigenetic inheritance. When DNA is replicated, parent histones are thought to be distributed to one of the daughter strands, which results in a “dilution” of histone modifications (Alabert et al., 2015). At the same time, H3K4me3 regions must be kept narrowly focused at the TSS: spreading of H3K4me3 is associated with defects in transcriptional activation (Kidder et al., 2014). Narrowly H3K4-trimethylated regions may therefore be necessary for accurate control of transcription, but also endanger inheritance of transcriptional memory. Broad H3K4me1 regions could overcome this dilemma: a broad stretch of H3K4me1 is more likely to be “remembered” by both strands of the replicated DNA and would also maintain a chromatin state that is permissive for recruitment of the transcriptional machinery. While additional experiments need to be done to validate the role of H3K4me1 in regulating H3K4me3 deposition, our findings provide a new perspective in interpreting the role and regulation of H3K4me1 marks at promoters.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GEO) under accession number GSE145225.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Yale University Human Subjects Institutional Review Board. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Yale University Institutional Animal Care and Use Committee.

## Author Contributions

SB wrote the code, designed and performed the analysis, interpreted the data, and wrote the manuscript. BL performed the ChIP experiments, contributed to data interpretation, and contributed to writing the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

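H3K4me1 and H3K27ac ChIP-seq peaks of pachytene spermatocytes and round spermatids from mouse and human were analysed, with 1 library per mark, cell type and species (8 ChIP libraries). The 4 input libraries entered only through the authors' peak calls. Sample identity was taken from the sample labels and the paper, and the conflicts between them over antibody number and mouse purity did not change any assignment.

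The authors filtered the reads by quality, aligned them to mm10 or hg19 with Bowtie2 and called broad peaks with MACS2, at q = 0.2 for mouse H3K4me1 and q = 0.1 for the other libraries. Each deposited list gives the position of a peak with a fold enrichment over background, which is a linear ratio averaged over the broad region, and the −log10 of its p and of its q. These values were computed by the authors within each library and were used only to describe, rank or filter peaks within a list. Peaks were called per library, not on pooled libraries. No read counts were used, so the sequencing depth of each library is unknown, and a library with fewer or narrower peaks cannot be separated from one sequenced less deeply. The broad mode joins nearby enriched segments into 1 region, which places the center of a joined region between them, and this can move a pair of peaks that flank a TSS onto the TSS.

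From these lists, the center of each peak was set against the TSS of GENCODE release M21 (mm10) and release 44 mapped to hg19, with 132633 and 220817 distinct positions. Both annotations use the genome build of the peaks. The release used by the paper is not named in its text. Shares were computed in bands of under 300, 300 to 1000 and 1000 to 2000 bp. The side-to-trough ratio divided the density at 500 to 900 bp by that at 200 to 400 bp, and its interval was derived from the Wilson interval of the share of side peaks among side and trough peaks. As a reference level, peak centers were moved at random by up to 10 kb in 100 draws. For the overlap of marks and of stages, peaks that share at least 1 bp were counted, and 100 random shifts of a peak set along its chromosomes by at least 100 kb gave the level expected by chance. Distances from each TSS to its nearest H3K4me1 center were computed in the same way, with and without an H3K27ac peak over the TSS. All intervals cover counting error only, since there were no replicates, and no p-value was computed.

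Distances and the side-to-trough ratio were tested on simulated data, and overlaps were not. All 2000 simulated peaks had the distance found by exhaustive search. Sets of 20000 simulated peaks placed around the TSS or on both sides of it gave side-to-trough ratios of 0.0249 and 18.8. No mixture of these placements was simulated.

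Alternatives set before the data were examined were stricter thresholds on −log10 q, equal numbers of top peaks by −log10 p in each species, 1 TSS per gene, protein-coding transcripts, distance from the peak edge, other bands for the ratio and stricter overlap rules. The named genes are those drawn in the tracks of Figure 4E, paired with their position in the annotation. The bars for active and poised promoters were assigned to these genes by eye. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used. H3K4me3 and H3K27me3 ChIP-seq, RNA-seq, and the embryonic stem cell and somatic data were not analysed here, so the groups by expression level and by poising were not formed.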

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

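The tests of peak width, of chance overlap and of the central share with equal numbers of top peaks, and the argument on X copy number, were chosen after the result was seen. With 1 library per condition, none of the differences between species in the following stage changes was tested, and counting error is their only measure of spread.

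Of 12 measures compared between stages, 5 changed in opposite directions in mouse and human with intervals of the stages apart in both species, all of them for H3K27ac. The share of H3K27ac peaks within 2000 bp of a TSS fell by 18.5 percentage points from spermatocytes to spermatids in mouse and rose by 16.2 in human. Mouse spermatids had more H3K27ac peaks than mouse spermatocytes and human spermatids fewer than human spermatocytes, so that weaker peaks far from promoters could produce both changes. With the same number of top peaks in each library of a species, the change in mouse was 0.177 percentage points, within counting error, and that in human was 12.9. The number of peaks called is thus a candidate explanation for the change in mouse, whereas in human most of the rise stayed.

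The share of H3K27ac peaks under 300 bp from the TSS, among those within 2000 bp, fell by 22.3 percentage points in mouse and rose by 10.1 in human, and the side-to-trough ratio rose by 0.216 in mouse and fell by 0.114 in human. With equal numbers of top peaks, the central share fell by 18.2 percentage points in mouse and rose by 4.11 in human. The ratio then went from 0.249 to 0.450 in mouse and from 0.481 to 0.465 in human, where little of its fall was left. With both stages weighted to the same mix of peak widths, the central share fell by 17.6 in mouse and rose by 4.05 in human (95% interval from 500 resamples of the peaks 3.20 to 4.92). Neither peak number nor width alone removed the change of the central share in either species. In human each left a smaller rise, and their joint effect was not tested. A difference in antibody enrichment or depth between libraries, and a biological difference between the species, remain open.

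The share of H3K27ac peaks on the X chromosome went from 2.04% to 2.36% in mouse (it rose by 0.320 percentage points) and from 3.11% to 1.43% in human (fell by 1.68). Any change in the number of X copies between the stages would be alike in both species and so cannot alone give changes in opposite directions. This argument rests on the same changes that flagged the pattern, and no separate test of copy number was run. With equal numbers of top peaks, the X share rose by 1.12 percentage points in mouse and fell by 1.94 in human, which argues against peaks near the calling threshold as the source. Silencing of the X chromosome in spermatocytes and its partial release in spermatids could differ between species, which was not tested. A difference in antibody enrichment or depth between the libraries also remains open. In human spermatocytes, the H3K27ac share on the X was close to the 3.21% of human TSS there, and in the other libraries it was at most 2.36%. Human spermatocytes also had the lowest share of H3K27ac peaks within 2000 bp of a TSS, 22.8%. H3K4me1 on the X chromosome fell in both species, from 0.959% to 0.388% in mouse and from 1.39% to 1.20% in human, but in mouse it rose from 0.185% to 0.964% among peaks with a −log10 q of at least 2, so that its direction depends on the threshold.

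The share of H3K27ac peaks on the Y chromosome rose by 0.746 percentage points in mouse, from 66 to 637 peaks, and fell by 0.255 in human. With equal numbers of top peaks, it rose by 0.811 percentage points in mouse and fell by 0.307 in human, so peaks near the threshold did not account for it. Reads shared between repeated Y sequences were not examined, since no reads were used.

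The paper centers on promoters and does not report H3K27ac at H3K4me1 peaks away from them. Among H3K4me1 peaks more than 2000 bp from any annotated TSS, 22.3% in mouse spermatocytes, 52.2% in mouse spermatids, 17.8% in human spermatocytes and 11.2% in human spermatids shared bases with an H3K27ac peak of the same cells. After 100 random shifts of the H3K27ac peaks, the highest shares were 2.70, 7.01, 3.51 and 2.95%, in the same order, and the smallest excess over them was 3.80-fold. Chance overlap of the peak sets therefore did not account for these shares. The H3K27ac peaks were not limited to those away from a TSS. In mouse spermatids, 19387 H3K27ac peaks were 2000 bp or wider, and 12174 of these were centered within 2000 bp of a TSS. Wide promoter peaks reaching past 2000 bp could therefore account for part of these shares. Regions that are enriched in every ChIP library of a cell type for technical reasons were not excluded either. A biological explanation, such as active distal elements, was thus not tested.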

How the results depend on the processing

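Values under the alternatives are given for mouse spermatocytes, mouse spermatids, human spermatocytes and human spermatids, in that order, unless another order is stated. With 1 library per condition, a value is said to move when it left the 95% interval of its main value, and these intervals are narrow because the number of peaks is large. The thresholds on −log10 q, the top peaks, the TSS sets, the edge distance, the second pair of bands for the ratio and the overlap rules were set before the data were examined. For the ratio, the TSS sets, the thresholds, the top peaks, the width class and the count per TSS were added after the data were seen, as were all alternatives for the nearest peak of each TSS. Keeping all contigs changed nothing, because the lists hold autosomes and sex chromosomes only, and a −log10 q of at least 1 removed no peak from a list called at q = 0.1. No paired analysis was possible because each condition has 1 library and no test was run.

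The share of H3K4me1 peaks 300 to 1000 bp from the TSS was 47.2, 49.9, 42.2 and 41.9% with 1 TSS per gene, 49.8, 52.9, 43.6 and 43.1% with protein-coding transcripts, 50.3, 55.3, 44.2 and 43.2% with a −log10 q of at least 2, 49.6, 54.0, 43.97 and 42.5% with the top peaks and 31.3, 43.2, 28.2 and 34.4% from the nearer edge. With a −log10 q of at least 1, it was 47.4 and 52.7% in the mouse libraries. Under 300 bp, the share of H3K27ac peaks was 55.2, 36.4, 28.3 and 36.6% with 1 TSS per gene, 64.0, 42.6, 41.2 and 47.9% with protein-coding transcripts, 70.3, 45.4, 44.9 and 57.0% with a −log10 q of at least 2, 85.2, 77.2, 43.96 and 61.0% from the nearer edge and 63.8, 45.7, 39.6 and 43.7% with the top peaks.

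The side-to-trough ratio of H3K4me1 was 0.927, 0.953, 0.848 and 0.872 with bands of 600 to 1000 and 250 to 450 bp, which put mouse spermatids below 1. It was 1.07, 1.29, 1.01 and 1.15 with 1 TSS per gene, 1.19, 1.37, 1.04 and 1.14 with protein-coding transcripts and 1.67, 1.35, 1.04 and 1.03 for widths of 500 to 1000 bp, above 1 in all 4 libraries in each case, although no other width class gave this. It was 1.05, 1.5, 0.873 and 0.918 with a −log10 q of at least 2 and 1.02, 1.24, 0.865 and 0.895 with the top peaks, and with a −log10 q of at least 1 it was 0.952 and 1.14 in the mouse libraries. Within each stage it was lower in human than in mouse under all of these settings, but in spermatocytes the other 4 width classes gave a higher ratio in human, with intervals apart in 2. Counted once per TSS with its nearest center, the ratio was 1.13, 1.18, 1.09 and 1.25 with every TSS, 0.991, 0.974, 0.957 and 1.09 with 1 TSS per gene and 1.16, 1.25, 1.16 and 1.35 with protein-coding transcripts, higher in human than in mouse spermatids each time. The ratio of H3K27ac stayed below 1 throughout, at 0.227, 0.452, 0.587 and 0.448 with the second pair of bands, 0.274, 0.507, 0.544 and 0.473 with 1 TSS per gene, 0.231, 0.451, 0.411 and 0.379 with protein-coding transcripts, 0.203, 0.446, 0.409 and 0.338 with a −log10 q of at least 2, 0.249, 0.450, 0.481 and 0.465 with the top peaks and 0.307, 0.415, 0.553 and 0.481 for widths of 500 to 1000 bp.

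The share of H3K27ac peaks with the nearest H3K4me1 center 300 to 1000 bp away was 46.1, 47.4, 36.5 and 37.5% with a −log10 q of at least 2, 43.5, 49.5, 36.0 and 40.3% with the top peaks, 47.7, 45.9, 41.3 and 45.0% for H3K27ac peaks of at least 500 bp and 44.7, 42.0, 33.6 and 41.2% on autosomes. With a −log10 q of at least 1 in both marks it was 44.4 and 44.8% in mouse. The share of H3K27ac peaks overlapped by H3K4me1 fell to 51.8, 6.43, 21.5 and 10.3% when 50% of the H3K27ac peak had to be covered and to 64.4, 4.30, 20.8 and 13.5% with a −log10 q of at least 2, where mouse spermatids kept 1970 H3K4me1 peaks. The share of spermatocyte peaks found in spermatids, for mouse H3K4me1, mouse H3K27ac, human H3K4me1 and human H3K27ac, fell to 12.9, 30.1, 7.79 and 3.75% when 50% of each peak had to be shared, and was 40.6, 66.0, 29.2 and 17.2% with the top peaks.

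The share of H3K4me1 on the X chromosome was 0.593, 0.200, 0.903 and 0.847% of the covered length, 0.185, 0.964, 1.38 and 1.11% of peaks with a −log10 q of at least 2 and 0.272, 0.325, 1.45 and 1.17% of the top peaks. For H3K27ac, it was 1.58, 2.16, 2.99 and 1.18% of the length, 2.09, 3.09, 3.17 and 1.40% with a −log10 q of at least 2 and 2.04, 3.17, 3.37 and 1.43% of the top peaks. The change of H3K27ac from spermatocytes to spermatids kept its direction in both species, and that of H3K4me1 in mouse did not.

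The number of H3K4me1 peaks with a −log10 q of at least 2 was 18918, 1970, 57562 and 27291, and that of H3K27ac peaks 16735, 30058, 41114 and 19734. With a −log10 q of at least 1, mouse spermatids kept 44209 H3K4me1 peaks. The top peaks numbered 26502 in each mouse library and 67203 in each human library. In the windows of Figure 4E, the number of peaks with a −log10 q of at least 2 was 4, 2, 7 and 6 for H3K4me1 and 4, 4, 4 and 3 for H3K27ac. In mouse spermatids, the 2 such H3K4me1 peaks lay downstream of the Arrb2 TSS and upstream of the Med11 TSS. The other mouse spermatid H3K4me1 peaks at named genes rest on weaker calls. For each TSS, the nearest H3K4me1 center lay 300 to 1000 bp away in 52.3, 54.2, 50.2 and 47.8% with 1 TSS per gene and 56.2, 59.99, 56.2 and 50.9% with protein-coding transcripts. The upstream share of these was 52.4, 56.1, 46.9 and 48.7% with 1 TSS per gene, 51.7, 53.2, 45.6 and 46.1% with protein-coding transcripts, 50.8, 52.1, 45.2 and 45.8% at TSS covered by H3K27ac and 57.4, 60.04, 52.6 and 53.3% at covered TSS with 1 TSS per gene. The cause of these shifts was not tested, apart from the counts of peaks and TSS that the settings themselves reduce.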

Differences from the paper's values

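The paper states in its text and in the legend of Figure 1B that H3K4me1 has a bimodal component in all 4 germ cell types. With every annotated TSS, the side-to-trough ratio was 0.926 in mouse spermatocytes and 0.848 in human spermatocytes, each within the range of random moves of its peaks, and 0.912 in human spermatids, above that range and below 1. In this count, as in Figure 1B, each peak was taken once. The ratio exceeded 1 in all 4 cell types with 1 TSS per gene (lowest 1.01, within the random range of human spermatocytes), with protein-coding transcripts (lowest 1.04) and with peaks of 500 to 1000 bp (lowest 1.03), settings applied to this ratio after seeing the values. With each TSS taken once with its nearest center, also after seeing the values, the ratio over every TSS was 1.13, 1.18, 1.09 and 1.25 in mouse spermatocytes, mouse spermatids, human spermatocytes and human spermatids, above 1 and above the range of random moves in each. With 1 TSS per gene in this count, it was 0.991, 0.974, 0.957 and 1.09, in the same order, within the random range in mouse spermatocytes and above it in the other 3.

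The paper states in its text that the asymmetry of H3K4me1 toward the upstream side, described for mouse ESC, is also present in the other cell types. Over every annotated TSS with its nearest H3K4me1 center 300 to 1000 bp away, the upstream share was 46.0% in human spermatocytes and 46.5% in human spermatids, and 50.0% in mouse spermatocytes, where the 95% interval included an even split. In mouse spermatids it was 50.8%. The other settings were chosen after seeing the values. Limited to 1 TSS per gene, the upstream share was 52.4, 56.1, 46.9 and 48.7% in mouse spermatocytes, mouse spermatids, human spermatocytes and human spermatids, and in the same order it was 51.7, 53.2, 45.6 and 46.1% with protein-coding transcripts and 50.8, 52.1, 45.2 and 45.8% at TSS covered by H3K27ac, under an even split in human each time. Of the settings tried, only TSS covered by H3K27ac with 1 TSS per gene exceeded an even split in human, at 52.6% and 53.3%.

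The legend of Figure 4E gives H3K4me1 at active promoters as flanking and at poised promoters as a single central signal. At the Arrb2 TSS, under a bar for active promoters, the deposited spermatocyte peak of 2857 bp was centered 49 bp from the TSS and covered it. At TMEM81, also under such a bar, no H3K4me1 peak was centered within 2000 bp in spermatocytes and 1 was in spermatids, 1878 bp upstream. Under bars for poised promoters, the spermatocyte peaks at CNTN2 were centered 152 bp upstream and 529 bp downstream of the 5′-most TSS without covering it, the nearest spermatid peak there was centered 1341 bp downstream of this 1 of 31 annotated TSS, and the spermatid peak at the divergent TSS of Zmynd15 and Cxcl16 did not cover either TSS. These are peak calls, while the figure shows signal, and its bars were assigned to genes by eye.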

Other observations

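The tests of covered TSS with 1 TSS per gene, of equal numbers of H3K4me1 peaks, of the mix of peak widths between stages and between species, of random moves, of the second pair of bands with narrower TSS sets, of the count per TSS, and of thinned TSS with 1 TSS per gene or protein-coding transcripts were chosen after the result was seen, and the patterns themselves were found in the same data.

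At each TSS, the nearest H3K4me1 center was compared between TSS covered by an H3K27ac peak of the same cells and other TSS. The side-to-trough ratio at covered against other TSS was 1.43 against 0.561 in mouse spermatocytes, 1.42 against 0.466 in mouse spermatids, 2.03 against 0.947 in human spermatocytes and 1.90 against 1.02 in human spermatids, and the intervals did not overlap in any of the 4 cell types. With H3K4me1 peaks of 500 to 1000 bp only, the ratio at covered TSS was still at least 2.04 times that at other TSS, and with 1 TSS per gene at least 1.66 times, so neither peak width nor the number of TSS per gene removed the difference. A hypothesis is that H3K4me1 may lie beside TSS that carry H3K27ac in both stages and species, including human spermatids, for which the paper found no significant relation to expression. It was found and tested on the same data, expression was not analysed here, and H3K27ac coverage itself differed between libraries, from 28818 to 60485 covered TSS.

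H3K4me1 centers piled up at the TSS itself in all 4 libraries, with a density within 50 bp of 1.92, 1.40, 1.79 and 1.63 times that at 200 to 400 bp in mouse spermatocytes, mouse spermatids, human spermatocytes and human spermatids. A candidate explanation is that many TSS are annotated per gene, so that a peak anywhere in a promoter lies on some TSS. With 1 TSS per gene, the excess dropped to 1.28, 1.08, 1.15 and 1.01. With peak centers moved at random by up to 10 kb around these TSS, the same value had medians of 1.11, 1.08, 1.10 and 1.11 over 100 draws and maxima of 1.32, 1.22, 1.26 and 1.27. The observed values lay within the range of the draws in all 4 libraries, so that an excess within 50 bp of these TSS cannot be told apart from randomly placed peaks. The share of centers under 300 bp from these TSS was above every draw in mouse spermatocytes, 23.3% against at most 17.8%, and in human spermatocytes, 19.5% against at most 17.4%, but not in spermatids. Centers in spermatocytes thus gathered toward the TSS, while their density under 300 bp, divided by that at 300 to 1000 bp, was 1.15 and 1.08 against at most 1.17 and 1.14 in the draws. In mouse and human spermatids this quotient was 0.792 and 0.909, below every draw (lowest 1.01 and 1.04). With protein-coding transcripts, the density within 50 bp was 1.74, 1.10, 1.64 and 1.40 times that at 200 to 400 bp, against at most 1.82, 1.66, 1.76 and 1.84. Both spermatid values lay below every draw, the lowest being 1.23 in mouse and 1.43 in human. Over every TSS, the value within 50 bp was above the draws in both spermatocyte libraries, with maxima of 1.78 and 1.69. It was within them in both spermatid libraries, so that a central group remains open in spermatocytes. Among the values within 50 bp for 1 TSS per gene, only that of mouse spermatocytes had an interval, 1.19 to 1.38, above the median of the draws, and that of human spermatids, 0.927 to 1.09, lay below. The 5′-most TSS need not be the one in use, which could also lower the excess. Part of the unimodal component in density plots over all transcripts may therefore come from the annotation.

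With each peak counted once, the H3K4me1 ratio was lower in human than in mouse, which could come from the larger human annotation, from more peaks or from other peak widths. With every human TSS thinned at random to the mouse number (100 draws), the median human ratio in spermatocytes rose to 0.925. The mouse ratio of 0.926 lay within the range of the draws, so over every TSS their number is a candidate explanation there. In spermatids the median human ratio rose to 1.01 against 1.05 in mouse, with overlapping intervals. The mouse ratio there, 1.049, lay just above the highest draw, 1.047. Over every TSS, the effect of their number in spermatids cannot be told apart from a species difference. The other sets of TSS were then tried because this outcome was open. With 1 TSS per gene, the thinned human ratio was 1.03 in spermatocytes, against 1.07 in mouse with overlapping intervals, and 1.17 in spermatids, against 1.29 with intervals apart. With protein-coding transcripts it was 1.10 in spermatocytes, against 1.19 with overlapping intervals, and 1.22 in spermatids, against 1.37 with intervals apart. In these narrower sets, the mouse ratio in spermatocytes lay above the highest draw, which was 1.05 with 1 TSS per gene and 1.12 with protein-coding transcripts. With the same 66133 top peaks in each library, the human ratio was 0.863 in spermatocytes, where the intervals of the species overlapped, and 0.893 in spermatids, below 1.04 in mouse. With both species weighted to the same mix of widths, the human ratio differed from the mouse one by -0.0429 in spermatocytes (95% interval from 500 resamples of the peaks -0.0879 to 7.99e-04), where width classes differed in both directions, so the effect of width cannot be told apart from a species difference there. In spermatids it differed by -0.143 (-0.193 to -0.0922), and was lower in human in 4 of 5 classes, with intervals apart in 2. In spermatids, neither the number of peaks nor the mix of widths alone therefore accounted for the difference per peak, and the number of TSS did not within these narrower sets. With bands of 600 to 1000 and 250 to 450 bp, the human ratio in spermatids was 0.872 against 0.953 over every TSS, with intervals apart. In these bands it was 1.12 against 1.20 with 1 TSS per gene, with overlapping intervals, and 1.08 against 1.27 with protein-coding transcripts, with intervals apart. The difference also depends on the count. With each TSS taken once with its nearest center, the ratio in spermatids was higher in human than in mouse, 1.25 against 1.18 over every TSS, 1.09 against 0.974 with 1 TSS per gene and 1.35 against 1.25 with protein-coding transcripts, with intervals apart, and in spermatocytes the intervals of the species overlapped. A lower ratio at human promoters in general is therefore not established. Depth, antibody enrichment and a biological difference between the species remain open.

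In mouse, the H3K4me1 ratio per peak was higher in spermatids than in spermatocytes, whose peaks were wider. Counted per TSS, it was 1.18 in spermatids against 1.13 over every TSS, with overlapping intervals, 0.974 against 0.991 with 1 TSS per gene, where no rise was left, and 1.25 against 1.16 with protein-coding transcripts, with intervals narrowly apart. Per peak with bands of 600 to 1000 and 250 to 450 bp, it was 0.953 in spermatids against 0.927 over every TSS, 1.20 against 1.10 with 1 TSS per gene and 1.27 against 1.21 with protein-coding transcripts, each time with overlapping intervals. The stage difference therefore depends on the count and on the bands, and the following tests concern the count per peak with the main bands. H3K4me1 peaks under 300 bp from the TSS had a median width of 1019 bp in mouse spermatocytes, against 758 bp for those at 300 to 1000 bp, while in mouse spermatids these medians were 269 and 295 bp. Broad peak calling could have joined flanking peaks into 1 peak over the TSS, as 1 spermatocyte peak over the Arrb2 TSS, flanked in spermatids, illustrates. With both stages weighted to the same mix of widths, the spermatid ratio stayed 0.140 above the spermatocyte ratio (95% interval from 500 resamples of the peaks 0.0704 to 0.216), so the mix of widths alone did not account for it. This is an average over classes that went both ways, as the spermatid ratio was higher in 4 of 5 classes, with intervals apart in 3, and lower at 500 to 1000 bp, 1.35 against 1.67 with intervals apart. Joining spermatid peaks across gaps of up to 2300 bp, which brought their median width to that of spermatocytes, lowered the ratio to 0.540. This is below the spermatocyte ratio, the outcome set beforehand as speaking for joined peaks. A gap this wide, however, joins both sides of a TSS by construction, so the test decides nothing, and joining by the caller cannot be told apart from a difference between the stages. The ratio was 1.12 with gaps of up to 500 bp and 0.959 with gaps of up to 1000 bp.

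The nearest H3K4me1 center lay 300 to 1000 bp from the center of an H3K27ac peak in 44.7, 42.0, 33.4 and 41.1% of the H3K27ac peaks with one within 2000 bp, in mouse spermatocytes, mouse spermatids, human spermatocytes and human spermatids. Over 100 random shifts, this share ranged from 35.4 to 39.6%, 35.1 to 38.6%, 38.3 to 39.5% and 36.8 to 39.7%, so it was above the shifted range except in human spermatocytes, where it was below. The share under 300 bp was 43.8, 43.5, 41.7 and 28.8%, above the shifted range in each. H3K27ac peaks that shared bases with an H3K4me1 peak made up 81.3, 40.0, 31.6 and 23.7% (Wilson 95% intervals 80.8 to 81.7%, 39.6 to 40.3%, 31.3 to 31.8% and 23.4 to 24.0%), with a highest shifted share of 6.63%. Between stages, 47.5% of mouse H3K4me1, 79.4% of mouse H3K27ac, 23.0% of human H3K4me1 and 12.8% of human H3K27ac spermatocyte peaks shared bases with a spermatid peak, with highest shifted shares of 3.59, 10.3, 4.14 and 2.80%.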
